A study of Sus scrofa and Rattus norvegicus with 8 samples. Its data were reported in "A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription" (2021).

How the data were processed

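RNA-seq values of white adipose tissue from pig and rat were used. The pig group held 6 libraries of the upper layer of backfat, a subcutaneous depot, from adult female Bama pigs of 2 years of age. The rat group held 2 libraries of inguinal white adipose tissue, also subcutaneous, from adult female rats, given as the SD breed, of 32 weeks of age, and the column names call each of them a pool. The authors extracted total RNA, depleted ribosomal RNA, built stranded libraries and sequenced them on an Illumina platform.

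The values are TPM (length-corrected transcript abundance on a fixed total per library) per gene, which the authors computed with Kallisto and deposited as 1 table per species. In each deposited table the TPM of a library sum to the same total over the genes of that species, so a gene's TPM depends on every other gene in the table. TPM are corrected for transcript length and keep no record of the number of reads, so the files show no depth and no counting error can be given. Read numbers that the study lists for some libraries are not used here. The precision of each value therefore comes only from the spread between libraries. The study's methods name Sscrofa11.1 as the pig genome and Rnor_6.0 as the rat genome. The study names an Ensembl release for its pig reference genes, but does not say in the sources used here that the deposited tables were quantified with it.

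There were 25880 Ensembl gene IDs in the pig table and 32883 IDs in that of rat. Symbols were taken from a name table by ID, which named 14857 of the pig IDs (57.4%) and 0 of the rat IDs. Among the named pig IDs, 14844 were nuclear and 13 were the mitochondrially encoded protein genes. The rat IDs could not be matched to pig genes, so the planned comparison of shared genes between species, its gene list tests and its permutation tests were not made, as the design written in advance foresaw. Each table was described alone. Values of the 2 tables set side by side are levels from separately normalized tables, and species, depot, annotation and pooling differ together between them.

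A gene was called detected in a library at over 0.1 TPM, the threshold of the study's methods. The top 0.5% share was the part of the TPM held by the 0.5% most abundant genes among those over 0.1 TPM in at least 1 library of the table. Similarity was Pearson's r of log2(TPM + 1) for each pair of libraries, over genes above 0 in at least 1 library of the table, with Spearman's rho beside it. Both are across genes, which are not independent replicates. The spread between pigs was the coefficient of variation (CV, the SD divided by the mean) of each gene with a mean TPM of at least 10. No test between groups was run, so no p-value is given.

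The genes named in the text follow a rule fixed before the data were examined: a panel of genes, of which 13 are used and 1 is not reported here, the 5 genes of highest mean TPM in each table, and the 5 genes of largest CV across the pigs among those with a mean TPM of at least 10. The rule's part on fold changes between species could not be used. UCP1, a gene of the panel, has no ID in the pig name table and so no value. Because the rat table does not pair IDs with names, only 2 rat IDs are printed. Coordinates are 1-based positions on Sscrofa11.1 from the NCBI RefSeq annotation, matched by symbol, and exon counts are those of the longest RefSeq transcript. Another 13 gene lists (adipocyte, thermogenic, lipogenesis, extracellular matrix, mammary epithelium, lymphoid, macrophage, endothelial, skeletal muscle, mitochondrially encoded, HOX, nuclear OXPHOS and ribosomal protein) were also fixed then, and a list's level is the median TPM over its named members. The members found in the pig table numbered 10, 7, 11, 12, 9, 9, 9, 7, 4, 13, 34, 61 and 44 in that order.

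Alternatives fixed in advance were detection at over 1 TPM, the top 1% of genes, leaving out the mitochondrially encoded genes, a pseudocount of 0.1, Spearman's rho, a mean TPM of at least 1, leaving out each library in turn, and for single genes median-centring, quantile normalization, and rescaling after removing mitochondrially encoded and ribosomal protein genes. Rescaling each pig library over its named nuclear genes to the same total was added after the data were seen, as were leave-one-out for detected genes and the top share, the top share over named nuclear genes only, and the scalings of the CV. Pig values rescaled in this way are called rescaled TPM.

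For the checks of length and GC content, the longest RefSeq transcript of each symbol was taken and its GC content computed with bedtools 2.31.1. Each gene's deviation was its log2(rescaled TPM + 1) minus the median over the 6 pigs, for genes with a mean rescaled TPM of at least 1. Of these 12130 genes, 11295 (93.1%) had a length and GC content. The trend was removed by subtracting the median of each of 10 by 10 bins. Lists of liver, kidney, lung, heart, testis and brain transcripts were written after differences in a few liver and kidney genes had been seen, and leave those genes out. The range over libraries of a list's median deviation, on log2(rescaled TPM + 0.1), was placed among 10000 random lists of equal size drawn within 100 ranks of mean rescaled TPM. A library was marked when its gap to the nearest other value, divided by the range of the 6 pigs, passed Dixon's 95% critical value of 0.625.

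The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data for the pig genes. With a true CV of 0.4 the median CV over 8786 genes came out at 0.352, since a sample of 6 underestimates the CV of skewed values. A change of 2 on the log2 scale in 200 genes came out at a median of 1.77. A simulated length trend over 12111 genes raised the SD of 1 library to 0.689, and removing it gave 0.517 against 0.480 without any trend.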

Results

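The transcriptome of white adipose tissue was profiled by RNA-seq in 6 pigs and in 2 pools of rats, as part of a comparison of subcutaneous fat between mammals. The pig libraries came from the upper layer of backfat and the rat libraries from inguinal fat. Expression was measured in TPM, which keep no read counts, so the files do not show the depth of the libraries. The pig and rat tables were quantified separately, and genes could not be matched between them, so levels from both are given without a test.

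The number of transcribed genes was examined first. In pig, 15650 ± 2053 (SD, n = 6) genes were detected at over 0.1 TPM, which was 60.5% ± 7.93 (SD, n = 6) of the 25880 genes in the table. The count was 17032, 17089 and 16733 in replicates 1 to 3, 12735 in replicate 4, 13294 in replicate 5 and 17019 in replicate 6. The lowest counts of the group were thus those of replicates 4 and 5. In rat, 22330 ± 1409 (SD, n = 2) of 32883 genes were detected, with 21334 in replicate 1 and 23327 in replicate 2. The rat count was higher, but it was counted over a larger gene set and the difference was not tested. Detection at over 1 TPM lowered the counts most, to a mean of 11142 in pig and 15076 in rat. Under that threshold replicates 4 and 5 of pig had 5692 and 6697 genes, against 13135 to 13889 in the other 4 libraries.

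The distribution of abundance over genes, termed complexity, was then measured. In pig the top 0.5% of transcribed genes (93 genes) held 81.2% ± 11.7 (SD, n = 6) of all TPM, with 96.9% in replicate 4, 95.6% in replicate 5 and 72.3 to 74.5% in the others. In rat the top 0.5% (125 genes) held 78.9% ± 1.19 (SD, n = 2). The rat values, 78.1% and 79.7%, lay below those of pig replicates 4 and 5 and above those of the other pig libraries. No pig library lay near the pig mean, and the tables were normalized separately. Counting only named nuclear genes moved the pig value most, to 27.5%.

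The most abundant genes in both tables were few. In pig, ENSSSCG00000019556 had the highest mean, 191682 ± 74562 TPM (SD, n = 6). It had 104149 TPM in replicate 4, 96153 TPM in replicate 5 and 211342 to 274437 TPM in the others. ENSSSCG00000031740 and ENSSSCG00000034995 followed with 186005 ± 128905 TPM (SD, n = 6) each, and their values were identical in every library, so how the reads divide between the pair is uncertain. Their values were 358081 TPM in replicate 4 and 346496 TPM in replicate 5, against 96533 to 106787 TPM in the other 4 libraries. The pair was thus above ENSSSCG00000019556 in replicates 4 and 5 and below it in the other 4. The order of the means depends on this mix. Without replicate 1 it turned, to 202034 TPM for each of the pair against 180382 TPM. ENSSSCG00000020439 had 26827 ± 18304 TPM (SD, n = 6). None of these 4 IDs had a symbol in the name table. The fifth was the mitochondrially encoded COX2 (ENSSSCG00000018078), at 16829 ± 14829 TPM (SD, n = 6), with 348 TPM in replicate 4, 525 TPM in replicate 5 and 16734 to 39179 TPM in the others. In rat, ENSRNOG00000054493 was the most abundant at 169564 ± 1561 TPM (SD, n = 2), and ENSRNOG00000061096 followed at 137495 ± 3403 TPM (SD, n = 2), a value that another ID shared exactly. The other two had 95069 ± 1957 and 63870 ± 6780 TPM (SD, n = 2). Values above 0 that were exactly equal to those of another gene in every library occurred for 88 genes in pig and 734 in rat.

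By class of gene, IDs without a symbol held 71.2% ± 19.3 (SD, n = 6) of the pig TPM, the 13 mitochondrially encoded protein genes 10.6% ± 8.74 and named nuclear genes 18.3% ± 11.07. The named nuclear share was 24.99%, 24.1%, 26.2%, 3.34%, 4.73% and 26.3% in replicates 1 to 6. The mitochondrially encoded share was 13.5%, 21.2%, 17.4%, 0.209%, 0.298% and 10.8%. A named nuclear gene with an unchanged part of the nuclear transcripts therefore had a several-fold lower TPM in replicates 4 and 5. Rescaling over the named nuclear genes, chosen after this was seen, multiplied every named nuclear gene of a library by the same factor. The factor was largest in replicates 4 and 5. FABP4, a gene of the panel, went from 668 TPM to 20000 rescaled TPM in replicate 4. It went from 1369 to 28926 in replicate 5, and from 2591 to 10370 in replicate 1.

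**Figure D1:**
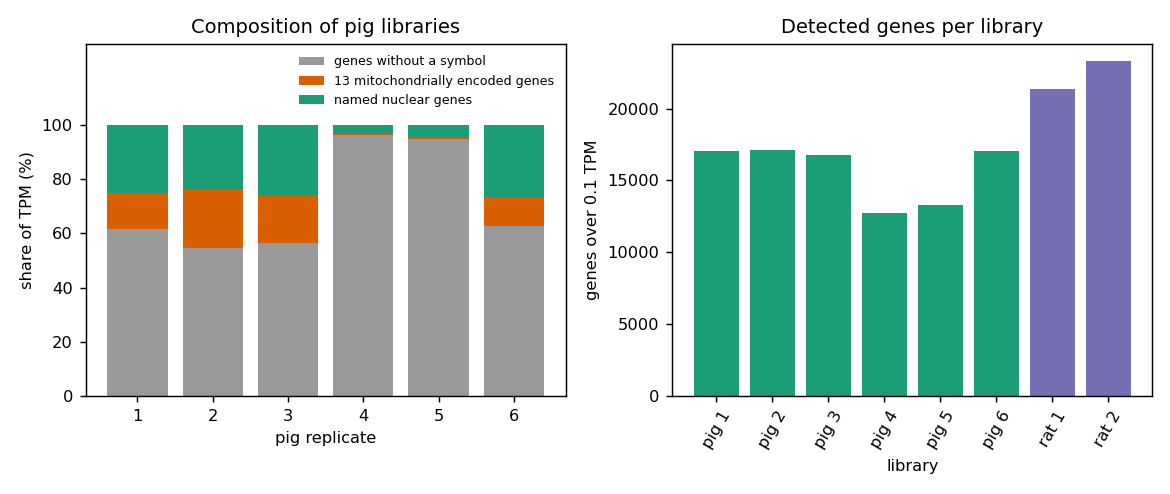
Left, stacked bars give the share of TPM (%) held by 3 classes of genes in each of the 6 pig replicates. Right, bars give the number of genes over 0.1 TPM in the 6 pig (green) and 2 rat (purple) libraries, from 12735 in pig replicate 4 to 23327 in rat replicate 2, each counted over its own table.

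Similarity between libraries was assessed across genes. Over 20208 pig genes, Pearson's r of log2(TPM + 1) averaged 0.906 ± 0.0615 (SD, n = 15 pairs) and ranged from 0.840 to 0.976. Spearman's rho averaged 0.928 ± 0.0258 (SD, n = 15 pairs). The pair of replicates 4 and 5 had r = 0.976, while each of them had r of 0.840 to 0.868 with every other library, and the other 6 pairs lay between 0.964 and 0.972. After rescaling over named nuclear genes, which moved the mean r most, it was 0.957 over 14249 genes. The scale and the set of genes changed together there. The split between libraries remained. Replicates 4 and 5 each had r of 0.928 to 0.950 with every other library, and the lowest pair was replicates 1 and 5. The remaining pairs, including replicates 4 and 5 with each other, lay between 0.973 and 0.983. The rat pools had r = 0.962 over 27805 genes and rho = 0.875. Of 15068 rat genes with a mean of at least 1 TPM, 93.1% differed by at most 1 on the log2(TPM + 1) scale between pools, 794 were higher by more than that in replicate 2 and 239 were lower.

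**Figure D2:**
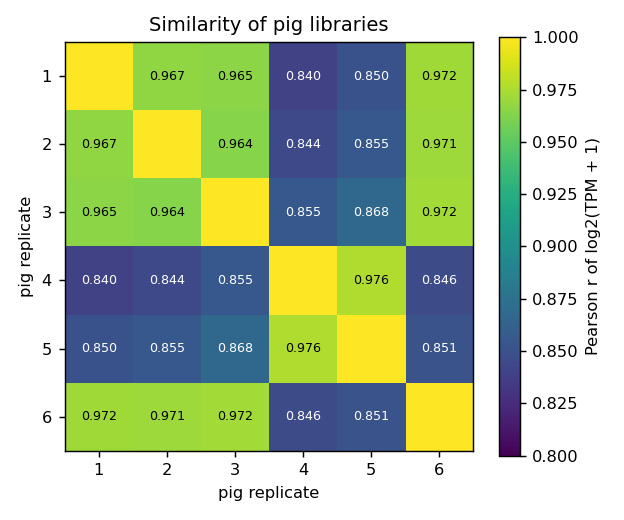
Each cell gives Pearson's r of log2(TPM + 1) across genes for a pair of the 6 pig replicates, which label both axes. The pairs of replicate 4 or 5 with any other library lie between 0.840 and 0.868, and replicates 4 and 5 with each other at 0.976.

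The spread between pigs was measured for 4549 genes with a mean of at least 10 TPM. The median CV was 0.675, and 78 genes had a CV over 1. After rescaling over named nuclear genes the median CV fell to 0.282 over 8866 genes, and quantile normalization moved it most, to 0.255. The 5 genes of largest CV each had 1 library far above the rest, though for AOX1 replicate 1 was raised as well. ENSSSCG00000036511 (CV 2.31) had 3757 TPM in replicate 4 and 0 to 64.9 TPM elsewhere, and its CV was 0.649 without replicate 4. ENSSSCG00000031108 (CV 1.96) had 67.0 TPM in replicate 3, 15.2 TPM in replicate 2 and was listed at 0 in the others. Without replicate 3 only replicate 2 was above 0, which sets its CV at 2.24 whatever the level, so that value shows nothing about the spread. SAL1 (ENSSSCG00000005474, CV 1.72) had 94.9 TPM in replicate 2 and at most 14.8 TPM elsewhere, and its CV was 0.821 without replicate 2. HSP70.2 (ENSSSCG00000029160, CV 1.68) had 307 TPM in replicate 2 and 2.09 to 61.0 TPM elsewhere, and its CV was 1.05 without replicate 2. AOX1 (ENSSSCG00000029606, CV 1.66) had 61.4 TPM in replicate 6, 22.0 TPM in replicate 1 and 0.135 to 2.27 TPM elsewhere. Its CV was 1.75 without replicate 6 and 2.04 without replicate 1.

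A panel of genes of adipose biology was then read in the pig table, of which 12 of 13 had a value. HOXC9 (ENSSSCG00000034474), a homeobox gene, lies on chromosome 5 at 19212490 to 19215859 of Sscrofa11.1 on the plus strand, with 2 exons in its longest transcript. Its mean was 0.684 ± 0.468 TPM (SD, n = 6), and rescaling over named nuclear genes changed it most, to 3.93 rescaled TPM.

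Adipokine and lipid genes were the most abundant of the panel. FABP4 (ENSSSCG00000040681; chromosome 4, 55096400 to 55101209) had 3015 ± 2041 TPM (SD, n = 6). ADIPOQ (ENSSSCG00000039103; chromosome 13, 124633906 to 124646237) had 577 ± 378 TPM (SD, n = 6), and its CV went from 0.656 to 0.174 after rescaling. LEP (ENSSSCG00000040464; chromosome 18, 20106867 to 20124071) had 52.8 ± 50.5 TPM (SD, n = 6), and 33.9 TPM without replicate 3, which had 148 TPM. PNPLA2 (ENSSSCG00000012841; chromosome 2, 513065 to 517962) had 91.4 ± 70.24 TPM (SD, n = 6), and ACACA (ENSSSCG00000017694; chromosome 12, 38580916 to 38875067) had 30.4 ± 14.6 TPM (SD, n = 6). ACAA1 (ENSSSCG00000011250; chromosome 13, 22964844 to 23020138) and ECHDC1 (ENSSSCG00000004216; chromosome 1, 35852939 to 35909314), both of fatty acid metabolism, had 85.6 ± 50.6 and 19.7 ± 9.82 TPM (SD, n = 6).

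Genes of glucose handling and regulation were lower. PFKFB3 (ENSSSCG00000011133; chromosome 10, 64776315 to 64859118) had 18.2 ± 21.5 TPM (SD, n = 6), and 9.77 TPM without replicate 1, which had 60.6 TPM. GYS1 (ENSSSCG00000003154; chromosome 6, 54234600 to 54250211) had 10.9 ± 8.76 TPM, SLC2A4 (ENSSSCG00000023915; chromosome 12, 52628746 to 52634965) 6.59 ± 3.98 TPM and HDAC4 (ENSSSCG00000024777; chromosome 15, 138378237 to 138657266) 4.63 ± 3.76 TPM (SD, n = 6). All 12 genes were lowest in replicate 4 as deposited, and 3 of 12 after rescaling. The CV was lower after rescaling for 11 of the 12, and higher for ECHDC1.

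**Figure D3:**
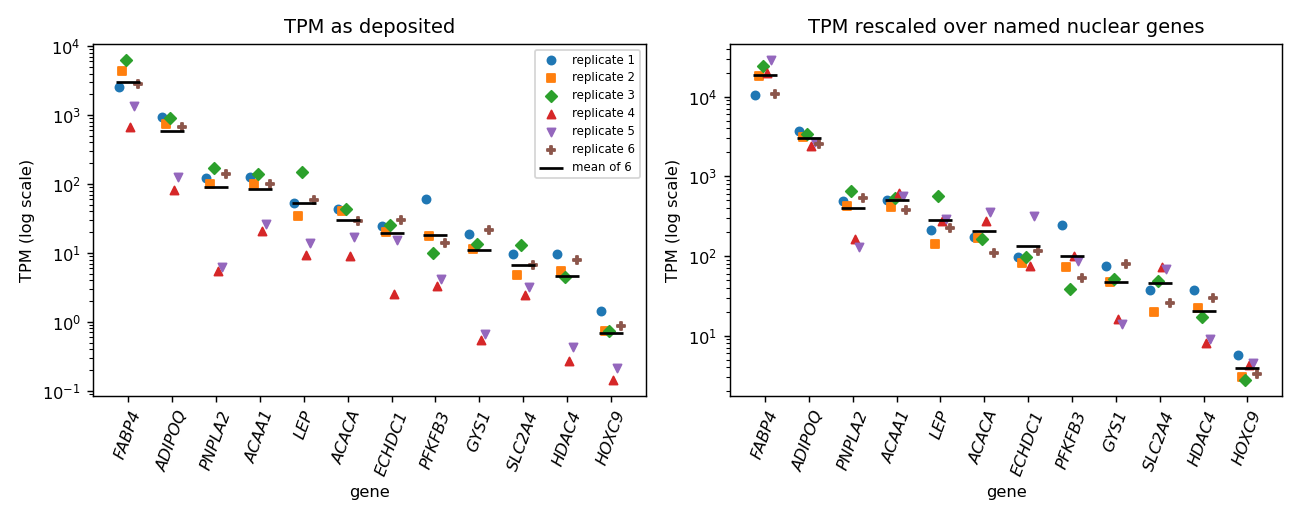
Points give the TPM (log axis) of 12 panel genes in the 6 pig replicates, as deposited (left) and rescaled over named nuclear genes (right), and black bars give the mean of 6. As deposited, all 12 genes were lowest in replicate 4, while ADIPOQ ranged from 2437 to 3746 rescaled TPM.

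Gene lists were read as the median of their members' pig means. The median was 6790 TPM for mitochondrially encoded genes, 218 TPM for extracellular matrix, 201 TPM for adipocyte and 167 TPM for ribosomal protein genes. Lipogenesis genes had 61.8 TPM, nuclear OXPHOS genes 18.7 TPM, macrophage genes 16.4 TPM and endothelial genes 12.3 TPM. Lymphoid genes had 0.610 TPM, HOX genes 0.579 TPM, thermogenic genes 0.498 TPM, mammary epithelium genes 0.317 TPM and skeletal muscle genes 0.280 TPM, the last 0.173 TPM without replicate 2. Each list had its lowest median in replicate 4 or replicate 5 as deposited. After rescaling, nuclear OXPHOS genes were higher in replicates 4 (142 rescaled TPM) and 5 (181 rescaled TPM) than in the other 4 libraries (88.0 to 108), and likewise after median-centring and quantile normalization, so their order depends on the scaling. Ribosomal protein genes were also higher there after rescaling, with 1146 and 1281 against 875 to 948 rescaled TPM. Extracellular matrix genes were lower there under all 5 scalings, with 387 and 537 against 1040 to 1507 rescaled TPM. As deposited, and after removing mitochondrially encoded and ribosomal protein genes, named genes were low there in general, so those scalings add little. Longer transcripts were lower in replicates 4 and 5 (Spearman's rho -0.21 and -0.33). Length was not tested for the lists.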

Values the study reported

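The study reported HOXC9 at about 1.21 TPM in the upper layer of backfat. For adipose tissues it stated 83.08 TPM for ACAA1 and 46.77 TPM for ECHDC1, against 7.30 and 8.45 TPM in other tissues.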

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

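The checks of each gene across scalings were chosen after the values were seen, while the length and GC tests were written before their results. Of 56 sets of 6 pig values examined, 10 had a library far from the others. Chance alone marks about 1 in 20 independent sets of normally distributed values. The sets here are not independent, since PFKFB3 and LEP were each marked both as deposited and as rescaled. The 5 genes of largest CV were also picked for their spread, so the 10 cannot be read as an excess over that rate. The labels state no difference in breed, age, sex or tissue among the 6 pigs, so no biological explanation was tested, and differences between animals stay open for every gene below.

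PFKFB3 stood apart in replicate 1, at 60.6 TPM against 3.33 to 17.5 TPM elsewhere, and at 242 rescaled TPM against 38.6 to 99.8. LEP stood apart in replicate 3, at 148 TPM against 9.17 to 58.4 TPM, and at 564 rescaled TPM against 142 to 296. A trend with length and GC content was not the whole cause, since after its removal PFKFB3 lay 3.93 and LEP 3.69 SDs above the genes of its library. Whether a library was marked depended on the scaling. Each library stood apart under 3 of 5 scalings, but not after median-centring or quantile normalization, where it was still the highest. Losing the mark does not show that scaling made the pattern. A factor per library moves all genes of a library alike, so it does not account for these distances above them.

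ECHDC1 stood apart in replicate 5 only on other scales than the deposited one, at 322 rescaled TPM there against 75.3 to 114 elsewhere. After removal of the length and GC trend it lay 2.80 SDs above the genes of that library, which argues against that trend as the whole cause. Replicate 5 stood apart under 3 of 5 scalings, and not as deposited or after removing mitochondrially encoded and ribosomal protein genes. As deposited the low level of nearly all named genes in replicate 5 hides the pattern, so the scale may decide whether it is seen.

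Among the genes of largest CV, ENSSSCG00000036511 stood apart in replicate 4 at 3757 TPM and ENSSSCG00000031108 in replicate 3 at 67.0 TPM, each under 4 of 4 scalings that give it a value. These IDs have no symbol, so length and GC content were not tested for them. In replicate 2, SAL1 had 94.9 TPM and HSP70.2 had 307 TPM, each apart under 5 of 5 scalings. After the length and GC trend was removed they lay 8.13 and 9.28 SDs above the genes of replicate 2. AOX1 had 61.4 TPM in replicate 6, and stood apart there under 4 of 5 scalings. Median-centring was the exception, and replicate 6 was still the highest under it. After the trend was removed AOX1 lay 9.69 SDs above the genes of replicate 6. Length and GC content therefore did not account for these 3 genes, and scaling did not account for SAL1 and HSP70.2. A factor per library moves all genes of replicate 6 alike, so it does not account for the distance of AOX1 above them. Reads shared between near-identical heat shock genes were not tested.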

How the results depend on the processing

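Added after the data were seen were the rescaling over named nuclear genes, the scalings of the CV, the top share over named nuclear genes and leave-one-out for detected genes and the top share. No paired analysis was possible because the result comes from no test: the genes of the pig and rat tables could not be matched, and the shared replicate numbers pair no animals. For the same reason the alternatives foreseen for genes and gene lists between species (pseudocount, filter, scaling, variance model, leave-one-out, replicate block, fry) were not run, nor was the pseudocount for single genes, whose means need none. Leaving out a rat library leaves no pair to correlate.

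The detected genes, a count and so judged by its ratio, kept within 1.5 times of their means under every alternative run. Detection at over 1 TPM nonetheless lowered them by more than the SD between libraries, to 11142 in pig and 15076 in rat, as a higher threshold must. They were 15363 to 16233 in pig and 21334 to 23327 in rat when a library was left out. The top share moved by more than the SD between libraries for named nuclear genes only in pig (27.5%), where the unnamed genes are left out by construction, and for the top 1% of genes in rat (82.3%), which counts more genes. Spearman's rho for the rat pair, 0.875, was further from r than the SD of the 15 pig pairs, the spread used since there is 1 rat pair. The cause was not tested. The mean r of pig pairs ranged from 0.897 to 0.923 when a library was left out.

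The median CV also depended on the processing. It was 0.282 after rescaling over named nuclear genes, 0.289 after median-centring and 0.255 after quantile normalization, all of which level the unequal composition by construction. It ranged from 0.504 without replicate 4 to 0.772 when another library was left out, and was 0.523 without replicate 5.

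For single genes and gene lists, no value has a sign to reverse. Rescaling over named nuclear genes moved 25 of 27 values by more than 1 SD, with a median of 5.00 times the deposited value, since a smaller set of genes shares the same total. Median-centring moved 5 of 35, quantile normalization 2 of 35, removal of mitochondrially encoded and ribosomal protein genes 0 of 32, and leaving out a library 6 of 220. Those 6 were all CVs. Leaving out 1 library of 6 or of 2 cannot move a mean by 1 SD, so for means this outcome was fixed in advance. The mean of PFKFB3 fell from 18.2 to 9.77 TPM without replicate 1 and was still counted as not moved. Depth, which the files do not show, limits all values of low genes, for which no counting error can be given.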

Other observations

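The sampling noise test and the 6 organ list tests were written before their results were seen, although the liver and kidney patterns had been noticed in other genes. The remaining tests here were chosen after their results were seen. No biological explanation was tested, since the labels state no difference in breed, age, sex or tissue among the pigs. The library name of replicate 6 starts with other letters than those of replicates 1 to 5, and their meaning is not given in the sources used here.

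Pig replicates 4 and 5 had named nuclear shares of 3.34% and 4.73%. After rescaling over named nuclear genes, the SD of the log2 deviations from the gene medians was 0.375, 0.411, 0.337, 0.689, 0.773 and 0.346 in replicates 1 to 6. A few genes taking most of the TPM would act as 1 factor per library and leave these SDs alike, but the highest was 2.29 times the lowest. Sampling noise from few reads would bring them together among abundant genes, but over 1947 genes of at least 100 rescaled TPM the ratio was 2.79. Longer transcripts were lower in replicates 4 (Spearman's rho across genes -0.21) and 5 (-0.33), yet removing the length and GC trend left a ratio of 2.18. None of these 3 accounts for the whole pattern. Mitochondrially encoded TPM per 100 TPM of named nuclear genes was 54.1, 88.1, 66.4, 6.26, 6.30 and 40.9, a range of 14.1 times that composition alone cannot give. The 68 snoRNA and scaRNA genes (short nuclear RNAs) held 0.459%, 0.753%, 0.302%, 9.01%, 5.67% and 0.518% of the named nuclear TPM, a range of 29.8 times. SCARNA10, named after its values were seen, alone held 4.63% in replicate 4 and 3.26% in replicate 5, and the other 67 genes ranged over 19.9 times. A library preparation or RNA quality difference may underlie this, but it cannot be told apart from a difference between animals, because the labels give no batch. What the abundant unnamed IDs are was not determined.

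Liver transcripts differed together between pig libraries. ALB, seen first, had 85.7, 794, 326, 772, 1091 and 47.6 rescaled TPM in replicates 1 to 6, and FGB had 14.3, 166, 43.5, 335, 203 and 10.7. A list of other liver genes, 16 of 17 with a value, had median log2 deviations of -1.53, 0.55, -0.52, 0.53, 0.82 and -1.43, and their range lay at percentile 100 of random lists. A factor per library was not the cause, since the list's median relative to all named nuclear genes, which such a factor leaves as it is, ranged over 7.63 times among the libraries in rescaled TPM. RNA from liver may have entered some libraries. Of the 16 genes, 12 reached 1 rescaled TPM in every library, so fat may also express them, and not all follow 1 order. In rescaled TPM 5 of them were highest in replicate 2, 6 in replicate 4, 4 in replicate 5 and 1 (C9) in replicate 6, while 4 were lowest in replicate 1, 9 in replicate 6 and 1 each in replicates 3, 4 and 5. A difference in the animals' own expression stays open.

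Kidney transcripts followed another order. UMOD, seen first, had 8.57 rescaled TPM in replicate 1 and 8.04 in replicate 6, and at most 1.13 elsewhere. The 8 other kidney genes had median log2 deviations of 2.49 in replicate 1 and 2.83 in replicate 6, at most 0 elsewhere, and their range lay at percentile 100. SLC12A1, the highest of them in replicate 6, had 2.54 and 2.93 rescaled TPM there and at most 0.259 elsewhere. RNA from kidney may have entered these libraries in small amounts, by a route the data do not show. The heart list (5 of 8, percentile 72.9) and the brain list (6 of 7, percentile 14.2) had ranges like those of random lists. These 2 lists thus gave no sign of RNA from heart or brain in some libraries and not in others. A range between libraries cannot show RNA present in like amounts in all of them. The lung list (4 of 7 genes found, percentile 42.1) and the testis list (5 of 8, percentile 0) were void, because 2 and 3 of their genes were listed at 0 in at least 3 libraries. None of these genes is in the 13 lists of the report.

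The mean of HOXC9 here was 0.684 TPM. That is lower than the value quoted from the study above. The mean of ECHDC1 here was 19.7 TPM. That is lower than the value quoted from the study above. The mean of ACAA1, 85.6 TPM, was not. The quoted values are for other pigs or for several depots, so the groups are unlike. The TPM here are also parts of a total that includes snoRNA, scaRNA and unnamed genes. The study states that it quantified annotated protein-coding genes together with its assembled lncRNAs and transcripts of unknown coding potential. The totals behind the quoted values may therefore rest on another set of genes, which may bear on the gaps for HOXC9 and ECHDC1. The means here also depend on the scale, with 3.93 rescaled TPM for HOXC9 and 132 for ECHDC1, and both genes were low as deposited in replicate 4 (0.143 and 2.52 TPM).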
